# Lin28 and *let-7* regulate the timing of cessation of murine nephrogenesis

**DOI:** 10.1038/s41467-018-08127-4

**Published:** 2019-01-11

**Authors:** Alena V. Yermalovich, Jihan K. Osborne, Patricia Sousa, Areum Han, Melissa A. Kinney, Michael J. Chen, Daisy A. Robinton, Helen Montie, Dan S. Pearson, Sean B. Wilson, Alexander N. Combes, Melissa H. Little, George Q. Daley

## Abstract

In humans and in mice the formation of nephrons during embryonic development reaches completion near the end of gestation, after which no new nephrons are formed. The final nephron complement can vary 10-fold, with reduced nephron number predisposing individuals to hypertension, renal, and cardiovascular diseases in later life. While the heterochronic genes *lin28* and *let-7* are well-established regulators of developmental timing in invertebrates, their role in mammalian organogenesis is not fully understood. Here we report that the Lin28b/*let-7* axis controls the duration of kidney development in mice. Suppression of *let-7* miRNAs, directly or via the transient overexpression of *LIN28B*, can prolong nephrogenesis and enhance kidney function potentially via upregulation of the *Igf2*/*H19* locus. In contrast, kidney-specific loss of *Lin28b* impairs renal development. Our study reveals mechanisms regulating persistence of nephrogenic mesenchyme and provides a rationale for therapies aimed at increasing nephron mass.

## Abstract (web summary)

Nephrogenesis ceases after postnatal day 2 in the mouse or after the 36th week of gestation in humans, but how this is regulated is unclear. Here, the authors identify a role for the RNA-binding protein Lin28 and suppression of *let-7* microRNA in regulating the duration of nephrogenesis.

## Introduction

Among its many functions, the mammalian kidney removes nitrogenous waste, regulates blood volume, and maintains bone density. Highly specialized epithelial tubules called nephrons serve as the basic functional units of the kidney^1^. Kidney development, or nephrogenesis, is a complex process that requires reciprocal inductive interactions between two precursor tissues derived from the intermediate mesoderm (IM): the metanephric mesenchyme (MM) and the ureteric bud (UB). The UB gives rise to the branching epithelium of the collecting ducts while the MM gives rise to the cap mesenchyme (CM) as well as stromal populations^2–5^. In mouse, the CM has been shown to represent a pool of multipotent nephron progenitors which self-renew and give rise to mature nephrons via a mesenchymal-to-epithelial transition (MET)^6,7^. Nephron formation continues within an outer nephrogenic zone of the kidney until postnatal day 2 in mice^8^, and the 36th week of gestation in humans^9^, after which time all remaining nephron progenitors undergo a synchronous wave of differentiation to establish the final number of nephrons—the “nephron endowment”—that will persist lifelong in the adult^8^. A human kidney contains anywhere from 200,000 to over 1.8 million nephrons^10^. Children who are born prematurely or suffer from intrauterine growth restriction (IUGR) as a result of maternal malnutrition have a reduced number of nephrons, which negatively affects the filtration function of the kidney. Because new nephrons do not form in the extra-uterine environment, children with a compromised nephron endowment are at increased risk of hypertension and development of cardiovascular and renal diseases, as well as insulin resistance and type 2 diabetes as adults^11–13^. Therefore, there has been interest in developing approaches to the treatment and prevention of kidney disease.

The RNA-binding protein Lin28 and the *let-7* microRNA (miRNA) family were originally discovered in *Caenorhabditis elegans* as heterochronic genes regulating developmental timing^14,15^. In mammals, *Lin28a* and its paralog *Lin28b* are highly expressed in stem and progenitor cells, where they function to inhibit biogenesis of the *let-7* family of miRNAs. As progenitor cells differentiate, Lin28 expression decreases, allowing formation of mature *let-7* miRNAs^16,17^. Members of the *let-7* miRNA family, in turn, bind to the 3′ UTR of *Lin28* mRNA, negatively regulating its expression. Thus, Lin28 proteins and *let-7* miRNAs mutually suppress each other to form a bistable switch that is conserved throughout evolution from worms to mammals^18–20^. Lin28 proteins also bind mRNAs and modulate their translation independently of modulation of *let-7*^21–25^. Aside from their role as developmental regulators, *Lin28a/b* and *let-7* genes have been implicated in metabolism^26^, wound healing^27^, and oncogenesis^18,28,29^. We have recently reported that prolonged expression of *Lin28* in developing kidneys in mice markedly expands nephrogenic progenitors, blocks their final wave of differentiation, and ultimately results in neoplastic transformation resembling the most common renal neoplasm of childhood, Wilms tumor, via misregulation of *let-7* miRNAs^30^. Wilms tumor shares histological features with the developing kidney, and arises from inappropriately persisting MM, providing a window into the mechanisms of early renal development and into the properties of embryonic kidney stem cells^31^.

Given that *Lin28* and *let-7* genes were initially identified as heterochronic genes, we hypothesized that the Lin28*/let-7* axis may control cessation of nephrogenesis and hence perturbation to these genes might prolong nephrogenesis and increase nephron endowment. In this study, we show an inverse temporal pattern of expression for *Lin28a/b* and *let-7* transcripts during kidney development implicating Lin28b (and not Lin28a) as playing the predominant role in nephrogenesis. A single pulse of *LIN28B* overexpression in the Wt1-expressing MM during kidney development results in the formation of a postnatal ectopic nephron forming population leading to a substantial increase in organ volume, a two-fold increase in the final nephron number and a concomitant increase in the filtration function of the kidney. Suppression of *let-7* miRNAs during kidney development also prolongs nephrogenesis, in this instance restricted to the peripheral nephrogenic zone, and enhances kidney function. Conversely, kidney-specific loss of *Lin28b* impairs renal development and function apparently via regulation of *let-7* miRNAs. Both overexpression of *LIN28B* and knockout (KO) of *let-7* miRNAs results in an upregulation of the *Igf2*/*H19* locus that has previously been associated with the persistence of metanephric blastema in both Wilms tumor and persistent nephrogenic rests persistence of a nephrogenic mesenchyme^32^. These data provide a rationale for manipulating the Lin28/*let-7* pathway to prolong nephrogenesis and suggest that this approach might enable a rescue of low nephron endowment and restoration of kidney function.

## Results

### Lin28/*let-7* expression during kidney development

Our previous studies enforced overexpression of *Lin28a* or *LIN28B* from a variety of kidney specific promoters, including *Foxd1*, *Six2* and *Cdh16*, with no tumor formation, however, overexpression of *LIN28B* driven via a *Wt1* promoter surprisingly showed overt expansion of a Six2-expressing blastema, reminiscent of Wilms tumor^33^. This prompted us to explore the expression dynamics of *Lin28* during normal nephrogenesis in the mouse embryonic kidney. Western blot analysis reveals that while both Lin28a and Lin28b proteins are expressed at high levels in midgestation, *Lin28a* expression decreases at embryonic day 13.5 (E13.5), whereas *Lin28b* expression is prolonged but exhibits a rapid decline after E16.5 (Fig. 1a), coinciding with the functional maturation of the first nephrons in the developing kidney^31^. Quantitative reverse transcription polymerase chain reaction (qRT-PCR) shows that the amount of *Lin28b* mRNA is significantly higher relative to *Lin28a* at all time points tested (Fig. 1b). Along with previous data showing the prevalence of LIN28B (but not LIN28A) activation in human Wilms tumor^30^, this strongly suggests that *Lin28b* plays the predominant role in normal kidney development.

**Fig. 1:**
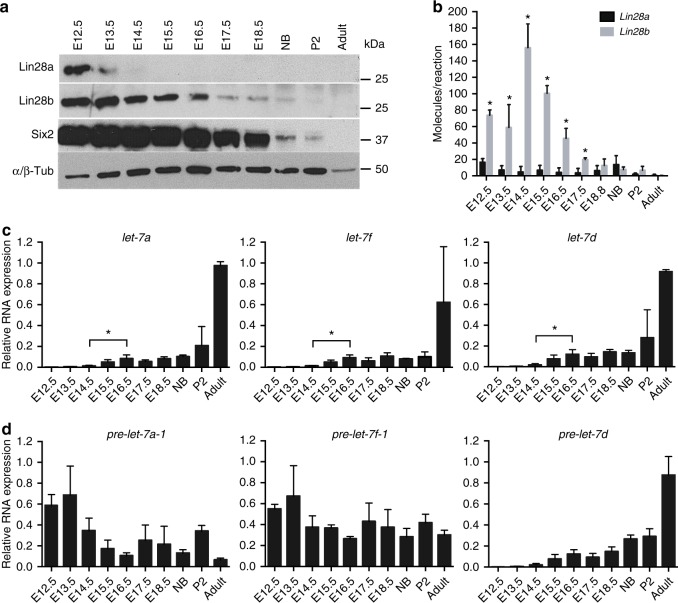
Expression of *Lin28* and *let-7* in mouse embryonic kidney. **a** Western blot analysis against Lin28a, Lin28b, Six2, and α/β-Tubulin proteins in lysates collected from dissected embryonic day 12.5–18.5 (E12.5–E18.5), newborn (NB), postnatal day 2 (P2), and adult wild-type kidneys. **b** Absolute qRT-PCR analysis measuring the levels of *Lin28a* and *Lin28b* mRNAs in wild-type kidneys. *n* = 3 for each sample type. **c**, **d** Relative qRT–PCR analysis measuring the levels of mature and precursor (pre-) *let-7* miRNAs in wild-type kidneys. *n* = 3–5 for each sample type. Error bars represent mean ± SD. (*) = *p* < 0.05, unpaired, two-tailed Student’s *t* test

To understand the role of *let-7* miRNAs in the developing kidney, we analyzed mature and precursor *let-7* miRNA levels in wild-type embryonic kidneys by qRT-PCR. All eight mature *let-7* family members follow a similar pattern: very low levels of expression up until E14.5 when both Lin28 paralogs are present. At E14.5, when Lin28a expression ceases, mature *let-7* miRNAs start to increase. However, the most significant change in the mature *let-7* miRNAs is observed between E14.5 and E16.5, which correlates with the gradual decrease of Lin28b expression (Fig. 1c; Supplementary Figure 1a). To determine whether *let-7* miRNAs are suppressed during early nephrogenesis due to the presence of Lin28a and/or Lin28b, we measured expression of the *let-7* precursor miRNAs. Interestingly, while one group of precursors, *pre-let7-a2*, *pre-let7-b*, *pre-let7-c1*, *pre-let7-d*, *pre-let7-e*, has the same pattern of expression as their mature family members (Fig. 1c, d; Supplementary Figure 1a, b), the second group, *pre-let7-a1*, *pre-let7-c2*, *pre-let7-f1*, *pre-let7-f2*, *pre-let7-g1*, and *pre-let7-i*, is upregulated in early-mid nephrogenesis (E12.5–E16.5) (Fig. 1c, d; Supplementary Figure 1a, b). These data suggest that Lin28b likely contributes to early kidney development by suppression of the latter group of precursor miRNAs.

### Prolonged expression of *LIN28B* increases nephron number

We have previously shown that continuous induction of *LIN28B* during embryonic development sustains and expands MM and/or nephron progenitors and blocks the final wave of nephrogenesis, ultimately resulting in oncogenic transformation resembling Wilms tumor. Withdrawal of *LIN28B* expression reverted tumorigenesis and CM cells eventually underwent terminal differentiation^30^. As *lin-28* was initially identified as a heterochronic gene in *C. elegans*^14,15^, we hypothesized that *Lin28b* controlled the timing of cessation of nephrogenesis in mammals. To test this hypothesis, we utilized our previously generated gain-of-function *LIN28B* mouse model (*TRE-LIN28B; lox-STOP-lox-rtTA*) with a *Wt1-Cre* driver, enabling spatial and temporal control of the human LIN28B protein specifically in early kidney progenitors (henceforth referred to as *LIN28B*^*Wt1*^ mice)^30^. In this model system, *LIN28B* expression is controlled spatially by the expression of Cre in *Wt1*-expressing cells and temporally by administration of doxycycline (dox). *Wt1* is expressed in the IM, the earliest precursor of the complete metanephric kidney^30^. It is also expressed in the MM within the developing kidney, including both the cortical stroma and the CM, as well as the nephrons formed after induction of this mesenchyme, and ultimately in the podocytes of the glomeruli^34^. Notably, it was only overexpression of *LIN28B* driven by this promoter that previously resulted in tumor formation.

To examine whether we could subtly prolong nephron formation, *LIN28B* expression was induced using a single 1-day pulse of dox at E16.5, the time point at which endogenous expression of Lin28b protein declines rapidly during kidney development. The induction led to persistence of *LIN28B* mRNA and protein levels out to postnatal day 5 (P5) in *LIN28B*^*Wt1*^ kidneys (Fig. 2a, b), resulting in a consequent suppression of *let-7* miRNAs during this period due to high-level overexpression of ectopic *LIN28B* (Fig. 2c; Supplementary Figure 2a). We have analyzed the expression of endogenous *Lin28a* and *Lin28b* mRNA in *LIN28B*^*Wt1*^ kidneys and observe no change in transcript levels between *LIN28B*^*Wt1*^ and littermate controls at all the time points tested (Supplementary Figure 2b). This single-day induction resulted in the formation of ectopic fields of nephrogenic mesenchyme through to P14, as demonstrated by the persistent expression of CM-specific transcription factors Six2 and Eya1 (Fig. 2d–f; Supplementary Figure 2c). Indeed, blastema was evident even at P21 (Supplementary Figure 3) with such fields not only evident around the cortical nephrogenic zone but abutting collecting duct epithelium deep within the subcortical parenchyma. Immunohistochemistry staining for Lef1, a marker of the renal vesicles that represent the first epithelial derivatives of the CM, revealed that over time these ectopic Six2+ fields underwent a mesenchymal to epithelial transition and subsequently form mature nephrons throughout the renal parenchyma (Fig. 2g).

**Fig. 2:**
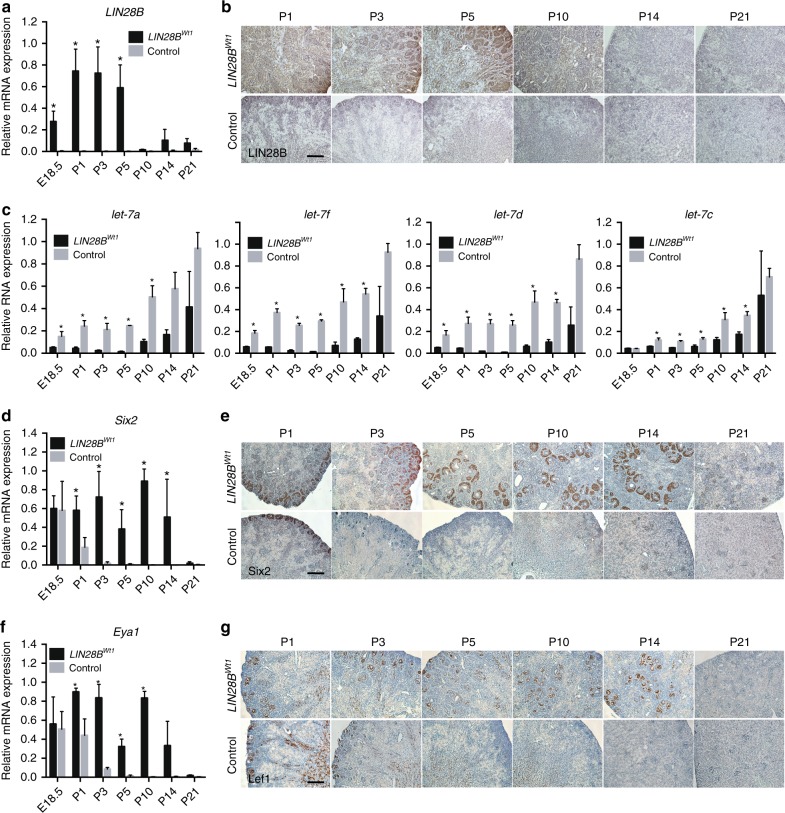
*LIN28B* overexpression in embryonic kidney enhances nephrogenesis. **a**, **c**, **d**, **f** Relative qRT–PCR analysis measuring levels of *LIN28B*, mature *let-7*, *Six2*, and *Eya1* RNAs, respectively, in *LIN28B*^*Wt1*^ and littermate control kidneys at the indicated developmental time points. *n* = 3 for each genotype. Error bars represent mean ± SD. (*) = *p* < 0.05, unpaired, two-tailed Student’s *t* test. **b**, **e**, **g** Representative immunohistochemistry staining against LIN28B, Six2, and Lef1 proteins, respectively, in *LIN28B*^*Wt1*^ and littermate control kidneys at the indicated developmental time points. Scale bar, 200 µm

The phenotype of the *LIN28B*^*Wt1*^ kidneys is unique. There is little clear histological difference with control kidneys at birth, however, within the first few days of postnatal life, there is clear evidence for an expansion and mispositioning of the remaining CM with areas of CM extending deep into the parenchyma (Supplementary Figure 3). As this is not a location for the initial CM, it is likely that the enforced expression of *LIN28B* under *Wt1-Cre* promoter is resulting in induction of this gene in mesenchymal populations other than the CM, resulting in the formation of ectopic CM domains surrounding and apparently initiating new lateral buds along the collecting ducts (Supplementary Figure 3). This provides evidence showing that the postnatal collecting duct can respond to an ectopic CM by initiating side branching. Ectopic mesenchyme is still evident as late as P21 although by P14 there is no remaining nephrogenic zone and significant cortical proximal tubular maturation (Supplementary Figure 3). While Six2 expression falls by P14, with initiation of nephron formation within ectopic CM regions, by P21, dilation of the collecting ducts of the papilla is evident, possibly due to increases in urinary filtrate production from the substantially enhanced nephron number (Supplementary Figure 3).

To discern whether transient ectopic *LIN28B* expression could affect kidney development outside of its normal expression window (after E16.5), we induced *LIN28B* at E17.5 and in newborns, time points at which expression of endogenous Lin28b is almost undetectable in the normal kidney (Fig. 1a). Six2 and Eya1 positive cells were not detected after postnatal day 2 in either the E17.5-induced or newborn-induced kidneys (Supplementary Figure 4). Collectively, these data suggest that Lin28b controls timing of kidney development, and that its expression must be precisely timed to ensure proper nephron mass. Transient over-expression of *LIN28B* can extend the period of nephrogenesis but cannot reactivate it after embryonic day 16.5.

### *LIN28B*^*Wt1*^ mice exhibit enhanced renal function

Next, we examined the effects of prolonged nephrogenesis in *LIN28B*^*Wt1*^ mice (induced with dox at E16.5 for 1 day) on the function of the postnatal kidney. We first analyzed kidneys of these mice and found that in the period following *LIN28B* induction through P1 there was no significant difference between *LIN28B*^*Wt1*^ and littermate control kidneys. However, with the progression of nephrogenesis, *LIN28B*^*Wt1*^ kidneys gradually became dramatically and significantly larger, with a three-fold increase in weight at 2–3 months of age (Fig. 3a, b). Modest differences in the weights of other organs (heart and lungs) in 3-month-old *LIN28B*^*Wt1*^ mice compared to controls did not reach statistical significance (Supplementary Figure 5a). The body weight of *LIN28B*^*Wt1*^ animals was not affected for the first 2 weeks after birth. However, from P14 and until 1 month of age, *LIN28B*^*Wt1*^ mice gained significantly less body weight than their littermate controls (Fig. 3c). However, once kidney development was completed in *LIN28B*^*Wt1*^ mice, there was a 20% increase in body weight relative to controls at 2–3 months of age (Fig. 3c). These data indicate that *LIN28B* induction altered the developmental timing and ultimate organ size of the kidney due to prolonged nephrogenesis. To determine whether prolonged nephrogenesis in *LIN28B*^*Wt1*^ mice altered nephron endowment, we calculated the nephron number by counting glomeruli in *LIN28B*^*Wt1*^ kidneys compared to littermate controls. We found that *LIN28B*^*Wt1*^ kidneys had a nearly two-fold increased number of glomeruli compared to 2-month-old controls, indicating increased nephron endowment in *LIN28B*^*Wt1*^ animals (Fig. 3d, e). To examine whether the increased nephron number in *LIN28B*^*Wt1*^ mice impacts kidney function, we measured glomerular filtration rate (GFR) and serum creatinine at 2 months of age. We found that the GFR was significantly higher in *LIN28B*^*Wt1*^ mice, while serum creatinine levels were significantly lower compared to littermate controls, with no sex differences for either test (Fig. 3f, g; Supplementary Figure 5b, c). In addition, a renal function panel revealed that *LIN28B*^*Wt1*^ kidneys exhibited normal levels of circulating electrolytes and proteins (Supplementary Figure 5d). These data indicate that *LIN28B*^*Wt1*^ kidneys possess enhanced filtration and normal electrolyte handling. However, over a year old *LIN28B*^*Wt1*^ mice showed substantive hydronephrosis with consequential loss of renal parenchyma and evidence of tubular casts (Supplementary Figure 5e). This suggested either a ureteropelvic obstruction arising from the formation of ectopic nephrons late in development or that the large volumes of urinary filtrate being produced by such an aberrantly large kidney ultimately caused a hydronephrotic pathology. Given the activity of the *Wt1-Cre* promoter in the forming nephrons, and particularly in the podocytes of the glomeruli, it is important to note an absence of apparent pathology in the glomeruli or tubular patterning and segmentation.

**Fig. 3:**
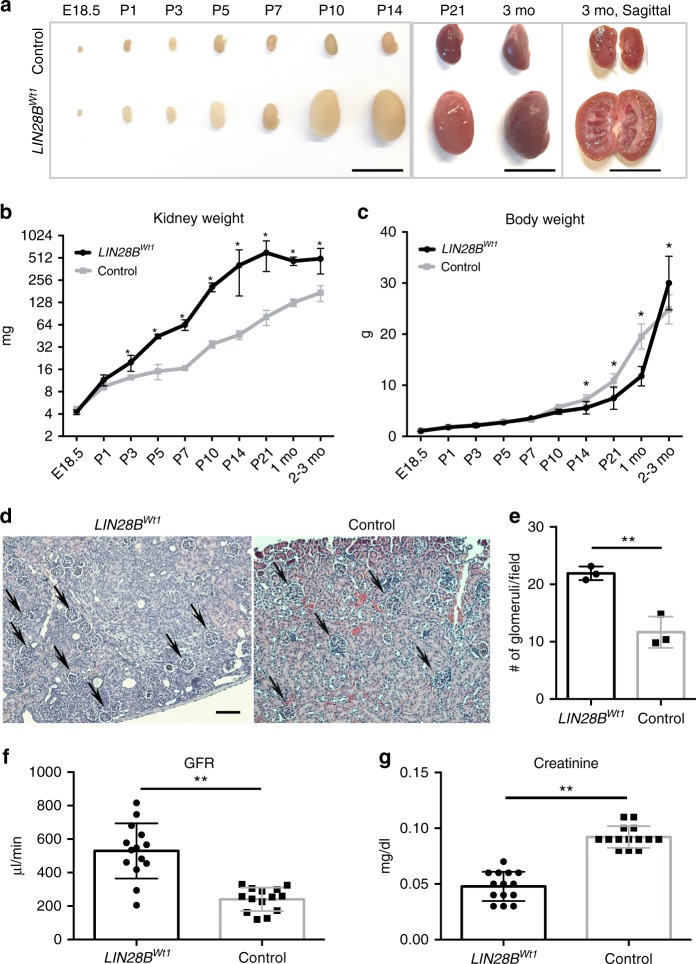
Overexpression of *LIN28B* enhances renal function. **a** Representative images of *LIN28B*^*Wt1*^ and littermate control kidneys from E18.5 to 3 months old (m.o.) animals. Scale bar, 10 mm. **b**, **c** Kidney weight and body weight of *LIN28B*^*Wt1*^ and littermate control mice. *n* = 3–8 for each genotype. **d** Representative hematoxylin and eosin stain (H&E) image of 1m.o. *LIN28B*^*Wt1*^ and littermate control kidneys. Arrows point to glomerulus-like structures. Scale bar, 200µm. **e** Average number of glomeruli in 12 random fields from the kidney cortex under 10× magnification. The slides were coded and counted blindly. *n* = 3 for each group. **f**, **g** Glomerular filtration rate (GFR) and creatinine levels of *LIN28B*^*Wt1*^ and littermate control animals (measured blindly). *n* = 14 for each genotype; each group contains mice from three different litters. Error bars represent mean ± SD. (*) = *p* < 0.05, (**) = *p* < 0.01, unpaired, two-tailed Student’s *t* test

### Lin28b is required for the normal development of the kidney

To test whether *Lin28b* is required for kidney development, we next generated *Lin28b*^*fl/fl*^; *Wt1-Cre* KO animals (hereafter referred to as *Lin28b* KO), in which cells expressing *Wt1-Cre* lose both endogenous *Lin28b* alleles (floxed animals previously described^35^; Fig. 4a). Using optical projection tomography (OPT) for the CM-restricted transcription factor Six2, we visualized and quantified distinct CM fields or “niches” as well as the number of cells in each individual niche, in E18.5 whole kidney (Fig. 4b)^36,37^. A niche is defined as a spatially distinct cluster of CM cells and their adjacent epithelial ureteric tip. As such, niche counts also reflect the number of branchpoints of the ureteric tree^36,37^. While the number of cells in each individual niche was unaltered in kidneys of *Lin28b* KO animals relative to littermate controls, the niche count in these mice was significantly reduced, resulting in an overall decreased number of progenitor cells in the kidney (Fig. 4c, d). This reflects a decline in CM-driven ureteric branching. It has been previously established that depletion of the progenitor cell population within the MM results in premature cessation of nephrogenesis, small kidneys, low-nephron endowment, and reduced renal function^38,39^. Consistent with these studies, GFR tests revealed that *Lin28b* KO mice had significantly impaired kidney function relative to littermate controls (Fig. 4e), indicating that *Lin28b* activity is required for normal development of the mammalian kidney.

**Fig. 4:**
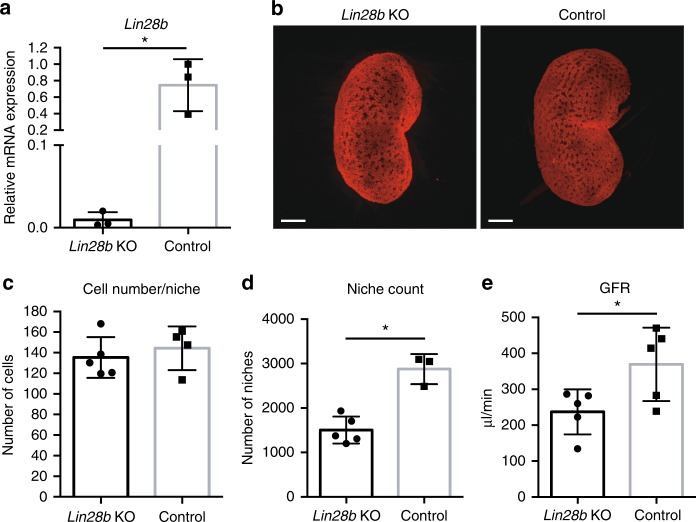
Loss of *Lin28b* leads to impaired kidney development and function. **a** Relative qRT–PCR analysis measuring levels of *Lin28b* mRNA in *Lin28b* KO and control kidneys at E18.5. *n* = 3 for each group. **b** Representative Six2 optical projection tomography (OPT) of E18.5 *Lin28b* KO and control kidneys. Scale bar, 500 µm. **c**, **d** The number of progenitors per niche and the number of niches, respectively, at E18.5. *n* = 3–5 for each group; each group contains mice from at least 2 different litters. **e** GFR and creatinine levels of *Lin28b* KO and littermate controls. Measured blindly in 2–3 m.o. animals. *n* = 5 for each sample type; each group contains mice from two different litters. Error bars represent mean ± SD. (*) = *p* < 0.05, unpaired, two-tailed Student’s *t* test

### Lin28b regulates nephrogenesis in a *let-7* dependent manner

We have shown that transient *LIN28B* overexpression during kidney development leads to suppression of mature *let-7* species (Fig. 2c, Supplementary Figure 2a). Furthermore, we have previously shown that enforced expression of a Lin28-resistant *let-7* (*i7s*) counteracted the effect of *LIN28B* overexpression by preventing the expansion of the CM (nephron progenitors) in *LIN28B-i7s* kidneys^30^. To understand this further, we tested whether *let-7* miRNAs are functionally relevant using a genetic loss-of-function (LOF) approach. The mammalian genome encodes twelve *let-7* family members expressed from eight distinct genetic loci^40^, which makes LOF studies of the *let-7* miRNA family challenging. Nevertheless, we analyzed a mouse strain harboring viable constitutive combinatorial KO of select *let-7* family members: *let-7a1*; *let-7d*; *let-7f1*^41^ (hereafter referred to as *let-7* KO) (Fig. 5a; Supplementary Figure 6a). We found that while the expression of endogenous *Lin28a* and *Lin28b* mRNA did not change (Supplementary Figure 6b), *let-7* KO kidneys exhibit increased transcript levels of *Six2* and *Eya1*, similar to what was observed in *LIN28B*^*Wt1*^ animals, indicating a persistence of the CM population relative to littermate controls (Fig. 5b–d). Furthermore, immunohistochemistry staining against Six2 and Lef1 revealed that progenitor cells were sustained in *let-7* KO kidneys until postnatal days P3 and P5, respectively, indicating persistence of this progenitor population one to two days longer than in littermate controls (Fig. 5c, e). While this persistent expression of CM genes is in line with prolonged nephrogenesis, in contrast to the *LIN28B*^*Wt1*^ animals, the location of this persistent zone of nephrogenesis is restricted to the periphery of the kidney. Hence, the effect here is subtler and did not result in long term pathology for animals older than 1 year of age (Supplementary Figure 6c). Although the number of progenitor cells per niche was unaltered in the *let-7* KO kidneys relative to littermate controls, there was a significant increase in the niche count as shown by Six2 OPT (Fig. 5f–h). This indicates more branching and an overall increase in the number of progenitors in the whole kidney. Interestingly, unlike the *LIN28B*^*Wt1*^ animals, no significant difference was observed in body weight between *let-7* KO and littermate controls (Supplementary Figure 7a) despite a significant (more than 50%) increase in kidney weight in *let-7* KO animals from birth to adulthood (Fig. 5i) suggesting at least partial specificity of the Lin28/*let-7* axis to kidney development. Finally, *let-7* KO mice demonstrated a significant increase in GFR and nephron endowment (Fig. 5j, Supplementary Figure 7b), reduction in serum creatinine, and exhibited normal renal panel tests relative to littermate controls, similarly to *LIN28B*^*Wt1*^ animals (Fig. 5k; Supplementary Figure 7a). Collectively, these data demonstrate that *let-7* KO results in prolonged nephrogenesis and enhanced kidney function, partially phenocopying *LIN28B* overexpression, but without aberrant pathology noted in *LIN28B* mice due to the moderate (a day or 2) delay in the cessation. This suggests Lin28b regulates nephrogenesis via suppression of *let-*7 miRNA biogenesis and that proper timing of cessation of CM is essential for normal kidney function.

**Fig. 5:**
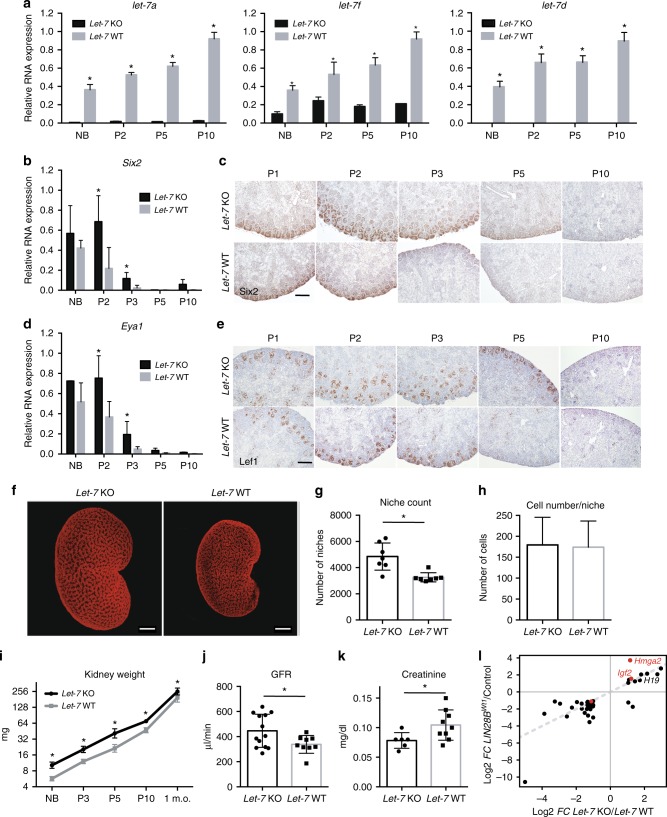
*Let-7* KO prolongs nephrogenesis and enhances kidney function. **a**, **b**, **d** Relative qRT–PCR analysis measuring the levels of mature *let-7a,-f,-d*; Six2; Eya1 RNAs, respectively, in KO mice and wild type (WT) littermates at the indicated developmental time points. *n* = 2–6 for each genotype. **c**, **e** Representative immunohistochemistry staining against Six2 and Lef1, respectively, in *let-7* KO mice and WT littermates. **f** Representative Six2 OPT of P1 *let-7* KO and WT kidneys. Bar, 500 µm. **g**, **h** The number of niches and the number of progenitors per niche, respectively, at P1. *n* = 7 for each genotype; each group contains mice from three different litters. **i** Kidney weight of *let-7* KO mice and WT littermates. Log2 scale. *n* = 2–6 for each genotype. **j**, **k** GFR and creatinine levels of the *let-7* KO and WT littermate controls. Measured blindly in 2–3 m.o. animals. *n* = 6–13 for each genotype; each group contains mice from 2 to 3 different litters. **l** Scatter plot of differentially expressed genes between same-aged (P3) *LIN28B*^*Wt1*^ and *Let-7* KO mouse models measured by RNA-seq. Differentially expressed genes were identified from two mice models individually with *p* value < 0.01. Genes with *p* value < 0.01 in both conditions were plotted on Log2 scale. Predicted *let-7* targets from target scan server are indicated in red. *n* = 3 biological replicates from two different litters for each model. Error bars represent mean ± SD. (*) = *p* < 0.05, unpaired, two-tailed Student’s *t* test

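In *LIN28B* Wt1 kidneys, 1158 of the 15793 genes tested had a p value below 0.01 in edgeR's quasi-likelihood test, 514 raised and 644 lowered, against 158 expected if no gene differed. After Benjamini-Hochberg adjustment, 194 genes had an adjusted p below 0.05, of which 73 were raised and 121 lowered. In *let-7* KO kidneys, 423 of 15500 genes had a p value below 0.01, 170 raised and 253 lowered, against 155 expected by chance. Only 3 of these, *Sugct*, *Gpr137b-ps* and *Nox4*, had an adjusted p below 0.05, and all 3 were lowered. *Nox4* fell in both models, by a log2 fold change of -2.454 (standard error 0.222, adjusted p = 0.001198) in *LIN28B* Wt1 and of -1.505 (standard error 0.176, adjusted p = 0.0259) in *let-7* KO. With litter as a replicate block the *let-7* KO count was 288. Leaving out each kidney in turn gave from 162 to 1296 genes for *let-7* KO.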

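Among the 15136 genes tested in both models, 131 had a p value below 0.01 in both, where 30.6 were expected if the 2 lists were independent (Fisher's exact test across genes, odds ratio 6.46, p = 8.802e-50). Genes are not independent replicates in that test. Of the 131 genes, 47 were raised in both models, 80 were lowered in both and 4 (*Tmem100*, *Pop4*, *Myc* and *Mep1b*) changed in opposite directions. Across these 131 genes the log2 fold changes of the 2 models had a Pearson correlation of 0.868 and a Spearman correlation of 0.87. Because the genes were chosen for changing in both models, the correlation over all 15136 genes is also given, and it was 0.22 (Spearman 0.357). Among the genes raised most in both models, by the mean of the 2 log2 fold changes, were *Hmga2*, *Gdnf*, *H19* and *Crabp1*, and the genes lowered most were *Sugct*, *Per2*, *Nox4*, *Fabp7* and *Slc5a2*. With DESeq2 in place of edgeR the overlap rose to 337 genes, and with litter as a replicate block it was 85.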

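The let-7 seed pairs with the 7-base sequence CTACCTC in a target's 3′ UTR. Targets predicted by TargetScan were not in the files analysed here, so that sequence was searched in the longest annotated 3′ UTR of each protein-coding gene (GENCODE M21, GRCm38). Of the 45 genes raised in both models that have an annotated 3′ UTR, 7 (15.6%) carried the site, against 10.6% of all genes tested (Fisher's exact test, p = 0.3257), and of the 77 genes lowered in both models 7 (9.1%) did (Fisher's exact test, p = 0.8525). These comparisons were not matched for 3′ UTR length. Genes raised in both models had shorter transcripts, with a median of 1662 bases against 3044 for all genes tested in both. An excess of sites for their length is therefore not excluded. *Hmga2* carried 4 such sites. The 3′ UTR of *Igf2* carried no CTACCTC but had 1 match to TACCTCA, another 7-base let-7 site, which ends in A. TACCTCA alone was not counted as the site in these comparisons, so genes with only TACCTCA are among those without the site. The absence of CTACCTC therefore does not show that *Igf2* lacks a let-7 site. Across all genes, the median log2 fold change of the 1474 genes with the site exceeded that of the 12584 genes without it by 0.0383 in *LIN28B* Wt1, the highest shift among 105 sequences of the same base composition. In *let-7* KO the shift was -0.0354 for 1462 genes with the site, where 3 of the 105 sequences, the site included, had a shift as high. With the 8-base sequence CTACCTCA the shifts were 0.0971 in *LIN28B* Wt1 and -0.0037 in *let-7* KO.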

### Upregulation of the *Igf2*/*H19* locus

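RNA from 12 whole kidneys collected at postnatal day 3 was sequenced, 3 from *LIN28B* Wt1 mice, which carry a doxycycline-inducible human *LIN28B* transgene active in the *Wt1* lineage, 3 from their littermate controls, 3 from *let-7* KO mice and 3 from their *let-7* WT littermates. Each group of 3 kidneys came from 2 litters. According to the methods, libraries were made with a SMARTer Ultra Low RNA kit, sequenced on a HiSeq machine, and aligned to the mouse transcriptome, and the authors deposited the whole-number count of reads on each gene symbol for each kidney, without normalization. The counts summed to between 54637199 and 61872736 per kidney (median 56705468) in the *LIN28B* Wt1 group, between 41225426 and 55592367 (median 50859630) in its controls, between 39926235 and 60813404 (median 58064307) in the *let-7* KO group and between 55304708 and 59979281 (median 56804181) in the *let-7* WT group. At these depths the smallest level that 3 counts can show was between 0.0485 and 0.0751 CPM (counts scaled to the library total). No pair of kidneys of the same group looked like one library sequenced again, since the chi-square per gene between the pairs was 31.6 or more, where sampling noise alone gives a value near 1. Each model was fitted alone, 3 mutant against 3 control kidneys, with edgeR's quasi-likelihood test after TMM normalization and edgeR's default filter on low counts, which left 15793 genes for *LIN28B* Wt1 and 15500 for *let-7* KO. The litter was not in the main fit. Between mutant and control kidneys, deviations from the group means did not run together within litters, which were taken from the sample labels. The mean correlation was -0.033 in the same litter and 0.041 in different litters for *LIN28B* Wt1, and -0.008 and 0.01 for *let-7* KO. Deviations in a group sum to 0, which ties these 2 means, so the test is weak. Within groups of the *LIN28B* Wt1 experiment, chi-square per gene was lowest in the same litter. It was 31.6 in controls, against 55.8 and 76.2 across litters, and 60.5 in mutants, against 227.1 and 237.3. In the *let-7* experiment the same-litter pair lay between the others in both groups. Choices that could change the numbers are the test, the filter, the normalization, the litter block and the small number of kidneys.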

To identify potential *let-7* targets we analyzed RNA sequencing (RNA-seq) data from P3 kidneys of *LIN28B*^*Wt1*^ and *let-7* KO animals. 

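*Hmga2* (ENSMUSG00000056758.14) lies on chromosome 10 of GRCm38 from 120361275 to 120476469 on the minus strand. Its normalized expression was 195.7 ± 28.4 CPM (SD, n = 3 kidneys) in *LIN28B* Wt1 and 14.85 ± 2.035 (SD, n = 3) in controls, a log2 fold change of 3.721 (standard error 0.186, adjusted p = 6.161e-05 from edgeR's quasi-likelihood test). In *let-7* KO it was 21.01 ± 9.1 (SD, n = 3) against 9.04 ± 1.347 (SD, n = 3) in *let-7* WT, a log2 fold change of 1.216 (standard error 0.364, adjusted p = 0.3623). *Igf2* was 320 ± 21.18 CPM (SD, n = 3) in *LIN28B* Wt1 and 108.8 ± 4.021 (SD, n = 3) in controls, a log2 fold change of 1.557 (standard error 0.125, adjusted p = 0.0009381). In *let-7* KO it was 248.9 ± 77.68 (SD, n = 3) against 105.8 ± 35.21 (SD, n = 3), a log2 fold change of 1.234 (standard error 0.285, adjusted p = 0.3447). For both genes and both models every mutant kidney was above every littermate control (exact permutation test, p = 0.1, the smallest p that 3 kidneys against 3 allow). Both genes had an unadjusted p below 0.01 in both models, and for *let-7* KO neither stayed past a 0.05 threshold after adjustment. Leaving out 1 *let-7* KO kidney lowered the *Hmga2* log2 fold change in *let-7* KO the most, to 0.865, and only 1 of the 6 fits that each left out a kidney kept its unadjusted p below 0.01. The overlap of genes at a p value below 0.01 held 131 genes.

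**Figure D1:**
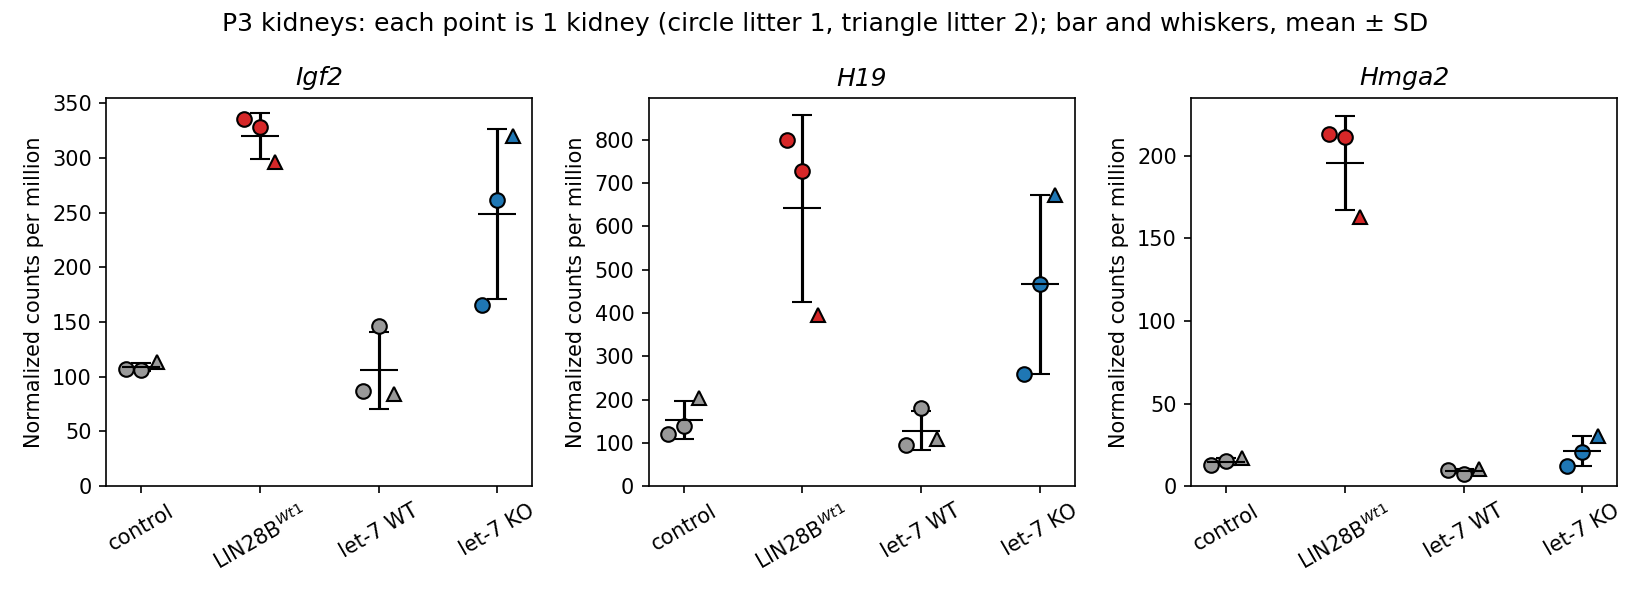
Normalized CPM (y axis, starting at 0) of *Igf2*, *H19* and *Hmga2* in each of the 12 kidneys, with points for kidneys (circles for litter 1, triangles for litter 2) and bars for the mean ± SD of each group. Mutant kidneys sit above their littermate controls for all 3 genes, and *Hmga2* averages 195.7 in *LIN28B* Wt1 and 21.01 in *let-7* KO.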

We discovered 42 genes with overlapping expression between the two mouse models (Fig. 5l, Supplementary Figure 8), among which were two previously validated *let-7* targets, *Hmga2* and *Igf2* (Fig. 5l, Supplementary Figure 8). *Igf2* upregulation along with the neighboring gene *H19* is particularly interesting as *IGF2* is recognized be one of the most important Wilms tumor oncogenes. 

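*Igf2* (ENSMUSG00000048583.16) is annotated on chromosome 7 of GRCm38 from 142650766 to 142666816 and *H19* (ENSMUSG00000000031.16), a long non-coding RNA, from 142575529 to 142578143, both on the minus strand. The longest *Igf2* transcript has 4 exons and a 3′ UTR of 3050 bases, and the longest *H19* transcript has 5 exons. In *LIN28B* Wt1 kidneys the log2 fold change was 1.557 for *Igf2* and 2.065 for *H19*, and in *let-7* KO kidneys it was 1.234 and 1.865.

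**Figure D2:**
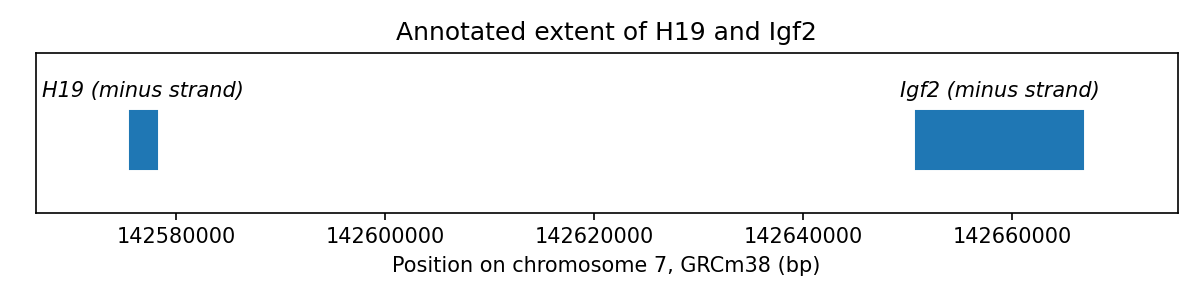
Annotated extent of *H19* (142575529 to 142578143) and *Igf2* (142650766 to 142666816) on chromosome 7 of GRCm38, with position in bp on the x axis and each box spanning a gene. No other feature of the region is drawn.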

In addition, *IGF2* is commonly upregulated in Beckwith–Wiedemann and Perlman overgrowth syndromes that have high susceptibility to Wilms tumor^42,43^. Furthermore, loss of heterozygosity or imprinting on chromosome 11p15, which harbors a cluster of imprinted genes, is documented in approximately 70% of Wilms tumors, resulting in biallelic expression of *IGF2* and its neighboring *H19* gene^44,45^. Accordingly, *H19* was also significantly overexpressed in both *LIN28B*^*Wt1*^ and *let-7* KO mouse models at P3 (Fig. 5l). 

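*H19* was 641.7 ± 216.3 CPM (SD, n = 3) in *LIN28B* Wt1 kidneys and 153.4 ± 44.08 (SD, n = 3) in controls, a log2 fold change of 2.065 (standard error 0.283, adjusted p = 0.01151 from edgeR's quasi-likelihood test). In *let-7* KO it was 466 ± 207.1 (SD, n = 3) and in *let-7* WT 127.9 ± 45.46 (SD, n = 3), a log2 fold change of 1.865 (standard error 0.346, adjusted p = 0.239). Each mutant kidney exceeded each control kidney (exact permutation test, p = 0.1, the smallest possible with 3 against 3). Leaving out single kidneys moved the log2 fold change between 1.874 and 2.343 in *LIN28B* Wt1 and between 1.511 and 2.2 in *let-7* KO. The effects in the 2 models did not differ detectably, with a difference of 0.176 (standard error 0.496, adjusted p = 0.9999 from an interaction in a fit of all 12 kidneys). With each kidney's transcript-length bias as a covariate, an alternative added after the data were seen, the *let-7* KO log2 fold change was 1.187. From the increase in both models the paper counts *H19* among the genes overexpressed with *Igf2*.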

We further validated our RNA-seq data by carrying out qRT-PCRs for *Igf2* and *H19* spliced and unspliced mRNA transcripts in both *LIN28B*^*Wt1*^ and *let-7* KO mouse models (Supplementary Figure 9). As in our RNA-seq data, we observed a significant upregulation of *Igf2* and *H19* in spliced and unspliced mRNAs in *LIN28B*^*Wt1*^ and *let-7* KO kidneys compared to their littermate controls around the timing of cessation of nephrogenesis suggesting *Igf2* and *H19* are regulated at the transcriptional level. 

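The RNA-seq part of this reasoning rests on *Igf2* and *H19* at 1 time point, postnatal day 3. Their log2 fold changes with litter as a replicate block were 1.555 and 2.048 in *LIN28B* Wt1 and 1.22 and 1.803 in *let-7* KO. Leaving out each kidney in turn kept *Igf2* between 1.521 and 1.61 in *LIN28B* Wt1 and between 1.02 and 1.548 in *let-7* KO. With the transcript-length covariate, added after the data were seen, *Igf2* was 1.504 in *LIN28B* Wt1 and 0.69 in *let-7* KO. The kidneys measure expression and do not by themselves test whether the increase alters the timing of nephrogenesis. From the increase in both models and other assays, the paper proposes that the axis acts on timing at least partly through *Igf2* and *H19*. Its abstract states this route only as a possibility.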

Taken together, these findings indicate that *Lin28*/*let-7* axis regulates the timing of cessation of nephrogenesis at least in part via *Igf2*/*H19* up-regulation.

## Discussion

The ability to form anywhere from 10,000 to 15,000 nephrons per kidney in a mouse, or 200,000 to 1.8 million nephrons per kidney in the human relies upon the self-renewal and survival capacity of renal progenitor cells during prenatal development^46^. By postnatal day 2 in mice^8^ and the 36th week of gestation in humans^9^, nephrogenesis terminates with the exhaustion of all remaining CM. Although existing nephrons may be repaired in response to renal injury^47^, new nephrons cannot be formed during adulthood. In mice and humans alike, IUGR correlates strongly with low-nephron endowment, which in turn, predisposes to hypertension, renal and cardiovascular diseases in the adult^11–13^. Thus, development of regenerative approaches is of particular importance to the treatment and prevention of renal disease. Several studies have attempted to recreate CM populations for in vitro nephron formation using either direct transcriptional reprogramming of somatic cells^48,49^ or directed differentiation of pluripotent stem cells toward a renal progenitor fate^50–52^. However, the in vitro generation of CM is not likely to help in cases of low nephron endowment, as the anatomically complicated architecture of the kidney possesses considerable challenges to the functional integration of a stem cell-derived nephron.

Here, we report prolonged nephrogenesis, increased nephron endowment and improved kidney function due to transiently prolonged expression in utero of *Lin28b*, a heterochronic gene that has been linked to pluripotency, stem cell self-renewal, tissue metabolism, and enhanced wound healing. We show that transient overexpression of *LIN28B* in a kidney-specific and temporally defined manner delays cessation of nephrogenesis. While this increased nephron endowment yields a substantially larger organ, there is a late onset of hydronephrosis evident in these mice. This may simply result from excessive filtrate formation or represent a pathology arising from a blastemal persistence affecting the ureteropelvic junction. This pathology was not evident in *let-7* KO mice, possibly because the loss of *let-7* genes is only affecting the population of cells normally expressing *let-7* and does not result in aberrant overexpression of *LIN28* in the wider *Wt1*-expressing populations that include both the CM and the cortical stroma. The discrepancy between *let-7* KO and *LIN28B*^*Wt1*^ mouse models could also arise from the fact that Lin28b regulates other gene expression events by binding to mRNAs and modulating their translation independently of *let-7*^21–25^, as well as from the fact that only 3 out of 12 *let-7* family members were suppressed during kidney development in the *let-7* KO mouse model as opposed to all of them in the *LIN28B*^*Wt1*^ animals. The observation of formation of a completely ectopic CM population within the parenchyma of the early postnatal kidney in the *LIN28B*^*WT1*^ overexpression model is intriguing. While this appeared to resolve into nephrons with time, the pathology presented as for nephroblastomatosis/persistent nephrogenic rests, a condition in which there is postnatal persistence of a “blastema” without obligate oncogenic transformation^32,53^. This suggests a capacity for LIN28B to convert renal mesenchyme to a CM phenotype. This may have implications in studies looking to recreate or prolong a nephrogenic population in vitro.

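In the P3 kidneys *Igf2* was 2.94-fold higher in *LIN28B* Wt1 than in controls and 2.35-fold higher in *let-7* KO than in *let-7* WT, and *H19* was 4.18-fold and 3.64-fold higher. With the difference tested in one fit of all 12 kidneys, the *Igf2* effect was larger in *LIN28B* Wt1 by 0.299 on the log2 scale (standard error 0.336, adjusted p = 0.9828 from edgeR's quasi-likelihood test), a difference within its error. Counts per gene do not separate spliced from unspliced transcripts, and the paper's statement on the transcriptional level comes from its qRT-PCR data.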

Both overexpression of *LIN28B* and KO of *let-7* results in an upregulation of *Igf2* and *H19* genes at the transcriptional level. While the locus of *H19/Igf2* has been shown to be co-regulated by *cis*-regulatory elements in a tissue-specific manner, recent studies have also indicated that the *H19* antisense RNA transcript can also *trans*-activate the *Igf2* promoter^54^. We have demonstrated in our study the up-regulation of both spliced and unspliced *Igf2* and *H19* transcripts. This observation begs the question of whether this is a direct consequence of the ability of Lin28b or *let-7* to bind to the *H19* RNA antisense transcript knowing that both Lin28 and *let-7* ​are capable of binding to *Igf2* ​mRNA^21^.

In this study, we show definitively that kidney specific loss of *Lin28b* results in significantly impaired kidney development, confirming the crucial role of this gene in proper developmental timing of nephrogenesis. We have linked the activity of Lin28b in kidney development to its ability to modulate the production of the *let-7* family of miRNAs and shown that Lin28b/*let-7* axis regulates the cessation of nephrogenesis possibly via upregulation of the growth-promoting gene *Igf2*. Modulating cessation of nephrogenesis by delaying it by a day or two (similar to our *let-7* KO phenotype) would be an ultimate goal in such studies as it would enhance nephrogenesis and increase the nephron mass without pathological changes (Fig. 6). Indeed, restricting that overactivity to the remaining CM within the peripheral nephrogenic zone, rather than allowing aberrant formation of ectopic nephrons within a wider mesenchymal population, will also be critical to avoid concomitant pathology with such a strategy.

**Fig. 6:**
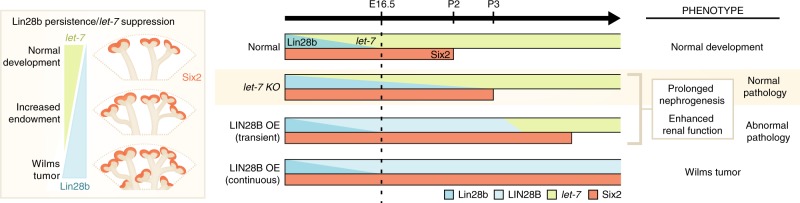
Schematic of enhanced nephrogenesis by Lin28/*let-7* pathway. During normal kidney development Six2+ cap mesenchyme (CM) are sustained in the outer nephrogenic zone of the kidney until postnatal day 2 in mice, after which time all remaining CM cells undergo a synchronous wave of differentiation to establish the final number of nephrons that will persist lifelong in the adult. Lin28b/*let-7* axis controls the timing and duration of kidney development such that overexpression of LIN28B or suppression of *let-7* miRNAs prolongs the period of nephrogenesis. Nephrogenesis prolonged just for a few days like in *let-7* KO results in enhanced renal function and normal physiology, while longer persistence of nephrogenesis akin to *LIN28B* transient and continuous overexpression leads to abnormal pathology and complications like hydronephrosis and Wilms tumor in later life

## Methods

### Animals

All animal work was done in accordance with IACUC guidelines at the ARCH facility in Children’s Hospital Boston. The generation and maintenance of *Col1a-TRE-LIN28B* and *Lin28b*^*fl/fl*^ animals was previously described briefly, flag-tagged human *Lin28* open reading frame was cloned into pBS plasmid and targeting was performed into V6.5 ES cells containing *M2-rtTA* targeted to the *Rosa26* locus. For *lin28b* conditional KO mice, PCR fragments of both gene loci were cloned into a plasmid having two loxP cassettes and a PGK-Neo cassette flanked with frt sequences, and targeting was performed into V6.5 embryonic stem cells (ESCs). The *let-7* KO strain was a gift from Antony Rodriguez. The *Wt1-Cre* mice were contributed by the laboratory of Dr. William Pu at the Boston Children’s hospital. For transgene induction, 1 g/L doxycycline (Sigma) was administered to the drinking water at different time points to induce *LIN28B*. Weanling mice were genotyped via ear clippings processed by Transnetyx. Both males and females were examined throughout this study and no observable differences were seen.

### Quantitative RT-PCR

RNA was isolated by TRIzol from whole kidneys and reverse-transcribed using a miScriptII RT kit (Qiagen, #218161). Relative mRNA expression was measured by qPCR using the ΔΔCT method with the following primers: mSix2 (forward primer, 5ʹ-GCAAGTCAGCAACTGGTTCA-3ʹ;reverse primer, 5ʹ-CTTCTCATCCTCGGAACTGC-3ʹ), mEya1 (forward primer, 5ʹ-TTTCCCTGGGACTACGAATG-3ʹ; reverse primer, 5ʹ-GGAAAGCCATCTGTTCCAAA-3ʹ), mbActin (forward primer, 5ʹ-TACTCCTGCTTGCTGATCCAC-3ʹ; reverse primer, 5ʹ-CAGAAGGAGATTACTGCTCTGGCT-3ʹ); and hLIN28B (forward primer, 5ʹ-GCCCCTTGGATATTCCAGTC-3ʹ; reverse primer, 5ʹ-TGACTCAAGGCCTTTGGAAG-3ʹ); mLin28b (forward primer, 5ʹ-TTTGGCTGAGGAGGTAGACTGCAT-3ʹ; reverse primer 5ʹ-ATGGATCAGATGTGGACTGTGCGA-3ʹ); mLin28a (forward primer, 5ʹ-AGCTTGCATTCCTTGGCATGATGG-3ʹ; reverse primer- 5ʹ-AGGCGGTGGAGTTCACCTTTAAGA-3ʹ). Absolute quantification PCR was performed by using DNA standards ordered from IDT for amplicons of mLin28a and Lin28b primers. For qRT-PCR of mature and precursor *let-7* miRNAs, we used Qiagen miScript target as described by the manufacturer.

### Immunoblot analysis

Whole kidneys (from E12.5 to adulthood) were dissected and then lysed in RIPA buffer (Pierce) supplemented with protease inhibitor cocktail (Roche) and phosphatase inhibitor cocktail (Roche). Lysates were loaded and run on the 12% polyacrylamide gel (Bio-Rad) in 5× Laemmli sample buffer and transferred to a nitrocellulose membrane (GE Healthcare). The membrane was blocked for 1 h in PBST containing 5% milk and subsequently probed with primary antibodies overnight at 4 °C. After 1-h incubation with sheep anti-mouse or donkey anti-rabbit HRP-conjugated secondary antibody (GE Healthcare), the protein level was detected with standard ECL reagents (Thermo Scientific). Antibodies used: anti-α/β-tubulin (1:1000, Cell Signaling, #2148), anti-Lin28a (1:1000, Cell Signaling, #3978), anti-Lin28b (1:1000, mouse preferred) (Cell Signaling, #5422), anti-Six2 (1:1000, Proteintech Group, #11562-1-AP). Uncropped scans included in Supplementary Figure 10.

### Histological analysis

Whole kidneys were fixed in 10% formalin overnight at room temperature, then placed in 70% ethanol and embedded in paraffin. Slides were dewaxed with xylene and rehydrated through a series of washes with decreasing percentages of ethanol. Antigen retrieval was performed in 10 mM sodium citrate buffer (pH 6.0) by placement in decloaking chamber for 45 min at 95 °C. Slides were treated with 10% hydrogen peroxide to inhibit endogenous peroxidase activity. After blocking with 5% goat or rabbit serum (VECTASTAIN ABC kit #PK-6101), slides were incubated with primary antibody overnight at 4 °C and secondary antibody for 30 min at room temperature. Detection was performed with the VECTASTAIN Elite ABC Kit and DAB Substrate (Vector Laboratories, SK-4100). Sections were counterstained with hematoxylin for 20–30 s then dehydrated in increasing concentrations of ethanol before a 5-min incubation in xylene followed by mounting. Antibodies used: anti-LIN28B (1:250, Cell Signaling, #4196), anti-Six2 (1:250, Proteintech Group, #11562-1-AP), anti-Lef1 (1:250, Cell Signaling, #2230).

### Immunofluorescence and image analysis

Whole kidneys were fixed in 4% PFA for half an hour at 4 °C then placed in PBS. Whole mount immunofluorescence, confocal microscopy, and OPT was carried out according to published protocols, briefly, after initial in vivo cell labeling with the nucleoside analog 5-ethynyl-2’-deoxyuridine (EdU) and tissue-specific antibodies, OPT and confocal microscopy are used to image the developing kidney. These imaging data then inform a second analysis phase that quantifies (using Imaris and Tree Surveyor software), models and integrates these events at a cell and tissue level in 3D space and across developmental time. Cell counts per niche (confocal) and niche counts (OPT) were performed as reported^36^. Antibodies used: rabbit anti-Six2 (1:600, Proteintech Group, #11562-1-AP), anti-rabbit Alexa Fluor-568 conjugated secondary antibody (1:300, Life Technologies).

### Blood analysis

Renal panel tests performed on an Abaxis VetScan VS2 chemistry analyzer. Serum creatinine measured using isotope dilution LC-MS/MS in the O’Brien Core Center for Acute Kidney Injury Research, the University of Alabama at Birmingham School of Medicine.

### Glomeruli number count

To compare the nephron number between *LIN28B*^*Wt1*^ and control mice we count the number of glomerulus-like structures in 12 random fields from the kidney cortex in H&E sections  under 10× magnification.

### Measurement glomerular filtration rate

GFR was measured using a high-throughput method described previously^50^. Fluorescein isothiocyanate (FITC)-sinistrin (Fresenius Kabi, Linz, Austria) was administered to conscious mice under light anesthesia, isoflurane, via tail vein injections. Blood was collected from a small tail snip at 3, 7, 10, 15, 35, 55, and 75 min postinjection for the determination of FITC concentration by fluorescence. GFR was calculated by a two-phase exponential decay model^50^.

### RNA-seq library preparation and data analysis

RNA from each kidney was isolated using Trizol and treated with DNase. Sequencing libraries were generated using a SMARTer Ultra Low RNA kit (V3) and sequenced on the HiSeq 2500 machine (Illumina). Then, reads were analyzed using our gene expression pipeline^41^. 

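The deposited values are whole-number counts for 24062 gene symbols per kidney, and the aligner, genome build, annotation and edgeR test are not stated in the text searched. Of these symbols 22710 (94.4%) were matched to 1 gene of GENCODE M21 for positions and 3′ UTRs. edgeR version 4.0.16 was used from the counts onward, with a quasi-likelihood test for each model.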

Briefly, reads were aligned to mouse transcriptome and differentially expressed genes were identified using an edgeR package.

### Statistical analysis

Data is expressed as mean ± SD. Unpaired *t* test with two-tailed distribution and Welch’s correction was calculated using Prism (GraphPad Prism) to determine *p* values. Statistical significance is displayed as *p* < 0.05 (*), *p* < 0.01 (**).

### Gene nomenclature

Human gene—capital italic (*LIN28B*), human protein—capital (LIN28B), mouse gene—first letter capital, italic (*Lin28b*). Mouse protein—first letter capital (Lin28b).

## Supplementary Information

Supplementary Information

Peer Review File

## Data Availability

The raw data for the RNAseq have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE117510. All other relevant data that support the findings of this study are available from the corresponding authors upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

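Kidneys of *LIN28B* Wt1 and *let-7* KO mice and their littermates at postnatal day 3 were sequenced as RNA, with 3 kidneys per group, 12 in all, from 2 litters per group. The authors aligned reads to the mouse transcriptome with their own pipeline and deposited raw counts per gene symbol, 1 file per kidney. The aligner, genome build, annotation and treatment of reads shared between near-identical genes were not stated, so genes with close copies, such as *Gpr137b-ps*, are uncertain. Samples were assigned to groups from the sample labels and the paper.

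Counts per kidney summed to between 39926235 and 61872736, and 3 counts correspond to between 0.0485 and 0.0751 CPM. Each model was fitted alone in edgeR 4.0.16 (R 4.3.3), with filterByExpr defaults (minimum count 10, minimum total count 15), TMM normalization, and the quasi-likelihood test, with Benjamini-Hochberg adjustment. The threshold of p below 0.01 follows the legend of Fig. 5l. Standard errors were derived as the log2 fold change divided by the square root of the F statistic. Differences between the models were tested as an interaction in one fit of all 12 kidneys. Each gene named at a claim also has an exact permutation test, whose smallest p with 3 against 3 is 0.1. Splits of the samples were counted for 10 splits per model and 100 pairs of splits. The scripts were tested on simulated counts with 200 changed genes, of which 85.5% (*LIN28B* Wt1) and 79.5% (*let-7* KO) were recovered at a p value below 0.01, and 1.09% and 0.87% of unchanged genes were called. Every simulated change had an absolute log2 fold change of at least 1, in well-counted genes. Genes were drawn independently, with no bias shared within a kidney. These rates therefore do not cover smaller changes or shared bias in the real kidneys.

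Alternatives tried were DESeq2 1.42.0, edgeR's exact test, upper-quartile normalization, no filter, a strict filter (at least 1 CPM in every kidney), litter as a replicate block, one fit of all 12 kidneys, a covariate from 4 Y-linked genes, each kidney left out in turn, other thresholds, an 8-base let-7 site, and a mean of at least 5 CPM for the site shift. Added after the data were seen were a transcript-length covariate and the exact test without a filter combined with a log2 fold change of at least 1. *Bhlhe40* and *Gpr137b* are named in the text without having been listed beforehand. The other genes named in the text were set before the files arrived. They are *Hmga2*, *Igf2*, *H19*, *Six2*, *Eya1*, *Lef1*, *Wt1*, *Lin28a* and *Lin28b*, the 5 highest and 5 lowest genes changed the same way in both models, genes changed in opposite directions, and for each model the 3 most raised and 3 most lowered with adjusted p below 0.05 and every mutant kidney beyond every control. Gene sets were also written then, except the clock genes, added later. 3′ UTR sites and positions came from GENCODE M21 on GRCm38. Left out were the qRT-PCR, histology and physiology data, which are not in the files analysed here.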

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

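*Gpr137b-ps* was flagged because the models differed. Its log2 fold change was -3.047 in *let-7* KO (standard error 0.317, adjusted p = 0.01293 from edgeR's quasi-likelihood test, lower in 3 of 3 kidneys) and 0.063 in *LIN28B* Wt1, and the difference of 3.093 had an adjusted p of 0.004936 in the fit of all 12 kidneys. It is a transcribed pseudogene on chromosome 13, the chromosome of the deleted let-7 genes, from 12615057 to 12650388, and *Gpr137b*, its close copy, had a log2 fold change of -0.1489 in *let-7* KO. Reads shared between the 2 could not be separated. A candidate explanation for part of the *let-7* KO list is strain DNA carried along with the knocked-out let-7 genes on chromosome 13. Of 136 tested genes within 10 Mb of the cluster, 10 had p below 0.01, against 3.7 expected (Fisher's exact test, p = 0.004133), a prediction made before the fits, and in *LIN28B* Wt1 12 of 138 did against 10.1 expected (Fisher's exact test, p = 0.5106). On the rest of chromosome 13, 21 of 429 genes did against 11.7 expected (Fisher's exact test, p = 0.009698), and in *LIN28B* Wt1 35 of 440 against 32.3 (Fisher's exact test, p = 0.5783). This second prediction was made only after the chromosome's genes were seen. *Sugct*, also among the 3 genes with adjusted p below 0.05, lies on chromosome 13 too, from 16857472 to 17695553. Neither gene is within 10 Mb of the cluster, so only the second test covers them. *Sugct* was also lowered in *LIN28B* Wt1, by a log2 fold change of -1.093 (adjusted p = 0.04375, lower in 3 of 3 kidneys), where no let-7 gene was deleted, so linked DNA alone does not account for its change in both models. For *Gpr137b-ps*, the let-7 loss could not be told apart from linked DNA or from reads shared with its copy.

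RNA-seq values of genes the paper measured only by other assays were flagged in *LIN28B* Wt1. *Six2* had a log2 fold change of 3.351 (adjusted p = 0.0007973 from edgeR's quasi-likelihood test) and *Eya1* of 2.039 (adjusted p = 0.01849), both higher in 3 of 3 kidneys. In *let-7* KO the same 2 genes had log2 fold changes of 0.942 (adjusted p = 0.5414) and 1.648 (adjusted p = 0.5077). KO and WT kidneys overlapped when the litters were pooled, but within each litter every KO kidney was above every WT kidney for both genes. With litter as a replicate block the log2 fold changes were 0.916 for *Six2* and 1.991 for *Eya1*, neither with an unadjusted p below 0.01. The difference between models for *Six2* was 2.39 with an adjusted p of 0.3511. No technical explanation was tested for them beyond the alternatives.

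Gene sets with every mutant kidney beyond every control were flagged by their median log2 fold change. In *LIN28B* Wt1 they were cap mesenchyme genes at 1.63, mature tubule genes at -0.843, other imprinted network genes at 0.507 and known let-7 targets at 0.896. In *let-7* KO they were cap mesenchyme genes at 0.629 and clock genes at -0.513. Known let-7 targets were not flagged in *let-7* KO, where their median was 0.387 with 10 of 12 raised. The clock set was written after the lowered *Per2* had been seen. Kidneys collected at different times of day were tested as an explanation of the lowered *Per2* and *Bhlhe40*, with a median for the other clock genes below -0.3 in both models as the prediction, made after the result. The higher of the 2 medians was -0.281, so the prediction was not met, by a small margin. No biological explanation was tested for these sets.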

How the results depend on the processing

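The alternatives were set before the processed files arrived, except the transcript-length covariate and the combination of exact test, no filter and a log2 fold change of at least 1, which were chosen after seeing the data. The log2 fold changes of *Igf2* and *H19* in both models and of *Hmga2* in *LIN28B* Wt1 kept their direction and p below 0.01 under every alternative. Both let-7 site shifts kept their direction and stayed among the 3 highest of the 105 sequences under the alternatives run for them. The exception was the 8-base site in *let-7* KO, where 13 of 420 sequences were as high. The shifts were not run with DESeq2, the exact test, no filter, the strict filter or the transcript-length covariate. The *Hmga2* log2 fold change in *let-7* KO no longer had p below 0.01 with the Y-linked covariate (1.14) or the transcript-length covariate (0.942), and only 1 of the 6 fits that each left out 1 kidney kept p below 0.01, with values from 0.865 to 1.493.

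Gene counts moved most. For *LIN28B* Wt1 the count was 194 at adjusted p below 0.05, 362 with a log2 fold change of at least 1, and 475 with the combination. Leaving out 1 kidney gave from 515 to 2509 genes. For *let-7* KO it was 844 with DESeq2, 680 with the exact test, 687 with one fit of all 12 samples, 275 with the transcript-length covariate, 3 at adjusted p below 0.05, 152 with a log2 fold change of at least 1, and 224 with the combination. Leaving out 1 kidney gave from 162 to 1296 genes. The overlap was 337 with DESeq2, 246 with the exact test, 85 with litter as a replicate block, 2 at adjusted p below 0.05, 28 with a log2 fold change of at least 1 and 42 with the combination. Leaving out 1 kidney gave from 47 to 230 genes. The exact test and DESeq2 do not carry the uncertainty of each gene's dispersion as the quasi-likelihood test does, which could explain their higher counts (337 and 246 against 131 for the overlap). One fit of all 12 samples raised the *let-7* KO count but lowered the *LIN28B* Wt1 count, from 1158 to 965. The correlation of log2 fold changes was 0.22 over all genes tested in both models, where genes are not selected for changing.

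Signs reversed only for values near 0. Across the 6 fits that each left out 1 kidney, the log2 fold change in *let-7* KO went from -0.004 to 0.146 for *Lef1*, from -0.09 to 0.474 for *Wt1* and from -0.336 to 0.316 for a RIKEN clone gene that was among the 3 most lowered genes of *LIN28B* Wt1, and in *LIN28B* Wt1 it went from -0.023 to 0.188 for *Gpr137b-ps*. Of 695 rows for other named genes and sets, 598 were classed as the same. The rest were classed as 66 weaker, 11 stronger, 12 moved and 8 reversed. A row classed as the same could still differ in size. In *let-7* KO, leaving out 1 kidney took *Crabp1* from 1.95 to 1.192 and *Eya1* from 1.648 to 2.714. With 3 kidneys per group, totals of at least 39926235 counts mean that the spread between kidneys, more than depth, limits these results.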

Differences from the paper's values

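The paper reports 42 genes overlapping between the models, and the main fit gave 131 genes with p below 0.01 in both. Of the alternatives set before the files arrived, a log2 fold change of at least 1 in both models gave 28, and leaving out 1 kidney gave 47, 48 or 56 in 3 of the fits, all within 1.5 times of the paper's number, and the other alternatives did not come that close. One combination, edgeR's exact test with no filter and a log2 fold change of at least 1, gave 42, and it was chosen after seeing the data, when Fig. 5l was seen to show no gene near 0. The equal number does not show that the genes are the same. The combination's 42 genes, 29 of them in the main overlap, hold 11 raised, 31 lowered and 0 changed in opposite directions. The paper's gene list is not in the files analysed here.

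Fig. 5l shows about 2 genes changed in opposite directions, read by eye, and the main fit gave 4. Litter as a replicate block and the Y-linked covariate gave 3, and 6 of the 12 fits that each left out 1 kidney gave 2 or 3. The combination that gave 42 genes had 0, unlike the figure as read. The 28 genes with a log2 fold change of at least 1 in both models were 7 raised and 21 lowered. The remaining alternatives for which such genes were counted gave 1, 4, 5 or 9.

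The other values read by eye from Fig. 5l, after the fits had been run and so with their values known, were about 3.7 and about 1.1 for *Hmga2* in *LIN28B* Wt1 and *let-7* KO (3.721 and 1.216 in the main fit) and about 1.5 and about 1.2 for *Igf2* (1.557 and 1.234). Their differences were within the standard errors.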

Other observations

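Other splits of the kidneys were counted for each result. For *LIN28B* Wt1, 1 of the 10 splits of the 6 kidneys, the real one, gave as many as 1158 genes, and no smaller share is possible. For *let-7* KO, 2 of the 10 splits gave as many as 423 genes, and a split that is not the real one gave 937. That split also gave 3 genes with adjusted p below 0.05, as many as the real *let-7* KO split. In *LIN28B* Wt1 the real split gave 194 such genes, and no other split gave more than 1. For the overlap, 2 of the 100 pairs of splits gave as many as 131 genes, the real pair and one that gave 300. Chance regrouping therefore cannot be excluded for *let-7* KO alone, and the overlap was exceeded by a pair of splits that follows no condition.

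The larger unrelated splits may reflect transcript length bias between kidneys. In the *LIN28B* Wt1 experiment the split giving 899 genes had log2 fold changes with a Spearman rho of 0.329 with transcript length, and in the *let-7* KO experiment the split giving 937 genes had a rho of 0.368. Both predictions, of an absolute rho above 0.3, were made after the splits were seen. For the real comparisons the rho was -0.138 in *LIN28B* Wt1 and -0.273 in *let-7* KO, below the 0.3 set beforehand for transcript length or GC content bias, so that the weaker of the 2 was -0.138. Genes raised in both models had a median transcript length of 1662 bases, against 3044 for all genes tested in both. With the transcript-length covariate the overlap was 89 genes, and the *let-7* KO log2 fold changes of *Hmga2*, *Igf2* and *H19* were 0.942, 0.69 and 1.187. Length bias and the *let-7* KO effect are partly mixed in these 6 kidneys, since 2 *let-7* KO kidneys had the lowest length rho.

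For *Igf2* and *H19* raised in both models, 2 explanations set before the fits were tested. Adrenal tissue left on the mutant kidneys predicts adrenal genes above 0.5 in both models, and the smaller median was -0.162. Only 4 of the 11 listed adrenal genes could be tested in *LIN28B* Wt1 and 3 in *let-7* KO, so the median is a weak test. The others were in the data but had too few counts to pass the filter. *Cyp11a1*, *Cyp21a1*, *Cyp11b1*, *Cyp11b2* and *Th* fell below it in both models. *Pnmt*, one of the 4, had no counts in 3 *LIN28B* Wt1 controls and 149 to 209 in the mutants. In the other model *Pnmt* was not tested, with 14, 0 and 16 counts in *let-7* KO and 0 in each *let-7* WT kidney. A less mature kidney, with fetal imprinted genes raised together, predicts other imprinted genes above 0.3 and mature tubule genes below -0.3 in both models. The imprinted median was 0.507 in *LIN28B* Wt1 and 0.16 in *let-7* KO, so that part was met only in *LIN28B* Wt1. Even there it depended on 1 *LIN28B* Wt1 kidney, without which the imprinted median was 0.178. Leaving out any other kidney kept it at 0.397 or more. The tubule median was -0.843 and -0.388, so that part was met in both. The imprinted set, written beforehand, holds genes that fell, such as *Gatm* (-1.519 and -0.974). Cap mesenchyme genes, which were not part of the prediction, had medians of 1.63 and 0.629. The prediction as written was not met in *let-7* KO, and a less mature kidney is not excluded by it. Different sexes in the groups compared were tested on the overlap, where 3 of 478 X and Y genes were found against 4.1 expected (Fisher's exact test, p = 0.8012). The 4 listed Y-linked genes were not tested in *LIN28B* Wt1 and could not enter the overlap, so this test is weak. Counts of the Y-linked *Ddx3y* were 4444, 2 and 5 in *LIN28B* Wt1 and 3, 3 and 4046 in controls. They were 1, 4360 and 2542 in *let-7* KO and 0, 2660 and 6098 in *let-7* WT. Each mutant group thus had the sex mix of its controls, which argues against this explanation.

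For the let-7 site shift, 5 of the 10 splits of the *LIN28B* Wt1 kidneys gave a shift as large as 0.0383 and 3 of the 10 splits of the *let-7* KO kidneys one as large as -0.0354, so it was not larger than other groupings give. Against base composition or length of the 3' UTR, 1 of 105 sequences of the same composition, the site itself, was as high in *LIN28B* Wt1 and 3 were in *let-7* KO. All 105 shifts in *let-7* KO were below 0, between -0.1098 and -0.0119, so the sign of the site's shift does not show whether site genes rose. Relative to these sequences the site was among the 3 highest. Known let-7 targets had a median log2 fold change of 0.387 in *let-7* KO, with 10 of 12 raised. Of them only *Hmga2* had an unadjusted p below 0.01 in edgeR's quasi-likelihood test.

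*Lin28b* had 71 to 232 counts in *LIN28B* Wt1 kidneys and 0 to 33 in controls (log2 fold change 3.132, adjusted p = 0.2311 from edgeR's quasi-likelihood test). Reads of the human *LIN28B* transgene assigned to the mouse gene are a candidate explanation, noted after the counts were seen. The paper reports that endogenous *Lin28b* mRNA did not differ between these mice and their littermate controls at the times it measured. The 3 *let-7* KO kidneys had 8 reads in all and the *let-7* WT kidneys 3, and the reads themselves would be needed to decide. *Lin28a* had between 0 and 5 counts per kidney. *Lef1* and *Wt1* had log2 fold changes of -0.405 and -0.318 in *LIN28B* Wt1 and 0.064 and 0.085 in *let-7* KO, none with an adjusted p below 0.05.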
